A study of Mus musculus with 32 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

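RNA was taken from primary OPCs of mouse pups 48 h after transfection with pools of 4 siRNAs against Bach1, against Stat1 or against no target (siPool), with or without IFN-γ at 100 ng/ml for a further 6 h. Total RNA libraries were sequenced with reads of 150 bases. There were 8 groups of 4 libraries in 2 experiments, and each of the 4 deposited tables compares 8 libraries, a knockdown with siPool under 1 treatment.

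According to the labels and the paper, the authors aligned reads to mm10 with STAR 2.7, kept unique reads, counted with Salmon 0.8.2, and compared groups with edgeR, using TMM scaling and a model with the day of culture and the condition. The authors' deposited tables give a fold change in log2 units and a mean level, logCPM, in log2 CPM (counts scaled to library size) over the libraries compared. The authors' likelihood ratio is a score with 1 degree of freedom, and the authors' p-value and FDR, itself an adjusted p-value, are from the same edgeR fit. These columns carry no header in the deposited files, and their meaning was taken from the paper's supplementary workbook and checked: the p-value equals the chi-square p of the likelihood ratio within 7.1e-15, and the FDR equals the Benjamini-Hochberg value over all genes of the table within 3.6e-05. The Bach1 table without IFN-γ holds 1 gene fewer than the others. All gene identifiers were in the GENCODE vM21 annotation with the same symbols, and positions (GRCm38/mm10) come from it.

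The tables hold no values per library, so depth per library, the spread between replicates and any refit are out of reach. From the lowest logCPM of each table, and assuming that edgeR's default prior count of 2 was used by the authors, the mean library would hold 26.1 (Bach1, untreated), 35.1 (Bach1, IFN-γ), 35.1 (Stat1, untreated) and 54.8 (Stat1, IFN-γ) times 1e+06 counts. A standard error was derived for each gene as the size of the log2 fold change divided by the root of the likelihood ratio. Its median over measured genes was 0.132, 0.107, 0.232 and 0.211 in the same order, so that a change of 0.468, 0.354, 1.01 and 0.777 would pass FDR 0.05 at the median error.

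Calls in a comparison are the authors' FDR under 0.05. Genes with a logCPM of at least 0 count as measured (14142, 13943, 13993 and 14036 genes). Differences between tables were tested per gene as the difference of the log2 fold changes over the root of the summed squared errors (a normal test, two-sided), with Benjamini-Hochberg adjustment over genes measured in both tables. It treats the tables as independent, although libraries of 1 experiment share culture days. The 28 gene lists were fixed before the data were examined: MHC class I and class II pathways, guanylate-binding and immunity-related GTPases, type I interferon genes, IFN-γ signalling, targets shared by BACH1 and NRF2, BACH and MAF family, STAT family, NF-κB targets, myelin and mature oligodendrocytes, OPC, astrocyte, neuron, microglia and macrophage, and vascular and fibroblast markers, cell cycle, cholesterol synthesis, integrated stress response, immediate early genes, p53 targets, sex-linked genes, histone, ribosomal protein, mitochondrially encoded and small non-coding RNA genes, predicted gene models, and 2 lists of genes the study named for each knockdown. Each list of at least 3 measured genes was tested with cameraPR of limma 3.58.1 (R 4.3.3) on the signed root of the likelihood ratio, two-sided, against the other measured genes, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists of a comparison. Lists were also counted with the p adjusted over the list alone. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

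The named genes are the siRNA targets, the 10 largest rises and 10 largest falls per table with an FDR under 0.05 and a logCPM of at least 1 that are not predicted models, up to 4 called members of each list with the smallest p (2 where none was called), the genes the study named, and for differences the 10 largest by the test statistic. Genes named outside this rule, such as Jak1, Jak2, Ifngr1 and Ifngr2, were chosen after their values were seen.

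Alternatives were a stricter FDR of 0.01, a limit of 1.5 on the log2 fold change, a Holm adjustment, minimum logCPM of 0 or 2 with a new adjustment, no predicted models or small RNA genes, no filter, only called genes, an error of the difference 25% larger, a correlation of 0.05 and other rankings in the list test. After the data were seen, the likelihood ratio divided by its median ratio to chi-square, and centring on the median measured gene, were added. On simulated data, differences of 1 on the log2 scale were recovered for 84% of genes in the Bach1 tables, 30% in the Stat1 tables and 67.5% between Bach1 and Stat1 knockdown. Of the genes called there, 4.55%, 0% and 8.16% were false. For simulated lists of 20 genes shifted by 1 unit of the root, recovery was 90%, 100%, 95% and 100% in the 4 comparisons, in the order above. With a shift of 0.5 it was only 40%, 10%, 0% and 25%. The list simulation drew independent genes with unit variance. The deposited likelihood ratios had medians of 1.24, 2.13, 2.25 and 1.19 times that of chi-square, so these recoveries may not hold for the deposited comparisons.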

Results

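RNA was sequenced from 32 libraries of mouse oligodendrocyte precursor cells (OPCs), the dividing progenitors of the myelin-forming cells of the brain, grown as primary cultures from pups. There were 8 groups of 4 libraries, in 2 separate experiments. In one experiment the cells received small interfering RNAs (siRNAs) against Bach1, in the other against Stat1, and each experiment had its own control cells with a non-targeting siRNA pool (siPool). Each knockdown and each control was then left untreated or given interferon gamma (IFN-γ, a cytokine of T cells and natural killer cells) for 6 h. The deposited tables are 4 comparisons made by the authors with edgeR, each of a knockdown with siPool under the same treatment, and give a log2 fold change, a mean level in log2 CPM (counts scaled to library size, logCPM) and a false discovery rate (FDR) for about every annotated gene. They hold no values per library, so the depth of each library and the spread between replicates are unknown here. All log2 fold changes below are the authors' deposited values, and the error after each ± is the standard error implied by the authors' likelihood ratio. A gene is said to rise or fall where the deposited FDR was under 0.05, and a gene counts as measured where its logCPM was at least 0. For gene lists fixed before the data were examined, the adjusted p is from limma's cameraPR over the lists of a comparison.

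Bach1 knockdown in untreated OPCs compares cells given siRNAs against this repressor of heme and antioxidant genes with siPool cells, without IFN-γ. Bach1 itself (chromosome 16, 87698945 to 87733346, GRCm38/mm10) fell by 1.09 ± 0.12 on the log2 scale, to 0.470 of its control level. Hmox1 (chromosome 8, 75093621 to 75100589), the enzyme that breaks down heme and the textbook target of BACH1, rose by 2.22 ± 0.16. Genes of myelin and mature oligodendrocytes were lower, and genes of the MHC class I pathway and of interferon responses were slightly higher without any interferon having been added. The authors' deposited comparison called 254 genes higher and 167 lower, of 55535 genes with values, or 165 and 99 with the likelihood ratio divided by its median ratio to chi-square.

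Myelin genes fell as a group. Of 22 measured genes of myelin and mature oligodendrocytes, 10 fell, 0 rose and 12 did not pass, while 15 fell and 1 rose when adjusted over the list alone. The median change was -0.73 and the list was lower than other genes with an adjusted p of 2.57e-32. Ermn, a cytoskeletal protein of late oligodendrocytes, changed by -2.19 ± 0.34, Mobp, a structural protein of myelin, by -1.78 ± 0.19, and Mag (chromosome 7, 30899176 to 30914873), an adhesion protein of the inner myelin layer, by -1.37 ± 0.12. Mbp and Plp1, the main proteins of compact myelin, changed by -1.19 ± 0.11 and -0.93 ± 0.11. The gap junction genes Gjb1 and Gjc2 of oligodendrocytes changed by -1.90 ± 0.28 and -1.47 ± 0.35, of which Gjb1 is not in the list. Of 20 OPC markers, 2 fell and 18 did not pass (adjusted over the list alone, 2 fell and 1 rose), with a median of -0.05 and an adjusted p of 0.544. Those that fell were Gpr17, a receptor of cells that begin to differentiate, at -0.57 ± 0.11, and Sox10, a regulator of the whole lineage, at -0.38 ± 0.11.

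Markers of astrocytes and neurons moved beside the myelin genes. Among 10 astrocyte markers, 4 rose and 6 did not pass, and adjusted over the list alone 5 rose and 2 fell (adjusted p 2.93e-05, median 0.29). Agt, the precursor of angiotensin, rose by 2.33 ± 0.26, Gfap, an intermediate filament, by 0.89 ± 0.22, Aqp4, a water channel, by 0.59 ± 0.12 and Aldoc, a glycolytic enzyme, by 0.58 ± 0.11. For neurons, 3 of 9 markers rose and 6 did not pass, or 3 rose and 1 fell adjusted over the list alone (adjusted p 4.46e-05). These were Nefm at 1.26 ± 0.16 and Nefl at 0.69 ± 0.11, both neurofilaments, and Snap25, a protein of synaptic vesicle release, at 1.12 ± 0.17.

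Interferon genes were higher as groups, and few passed singly. MHC class I genes and their peptide-loading partners had 2 rises and 15 genes that did not pass, of 17 measured, or 10 rises adjusted over the list alone, with a median of 0.39 (adjusted p 1.39e-09). B2m, the shared light chain of class I molecules, rose by 0.70 ± 0.13 and Psmb8, an immunoproteasome subunit at a logCPM of only 0.05, by 1.76 ± 0.40. The guanylate-binding and immunity-related GTPases, which act against pathogens inside cells, had 2 rises among 5 measured genes, 4 adjusted over the list alone (median 0.50, adjusted p 3.94e-05): Gbp2 at 1.37 ± 0.33 and Gbp7 at 0.71 ± 0.18. Type I interferon response genes had 2 rises among 20, 8 adjusted over the list alone (median 0.40, adjusted p 8.32e-07), led by Trim25 at 0.85 ± 0.24. None of 15 measured genes of IFN-γ signalling passed, 1 rose adjusted over the list alone, and their adjusted p was 0.103. Stat1 itself was at 0.37 ± 0.12 with an FDR of 0.184. For STAT family genes, 1 of 5 rose, 2 adjusted over the list alone, with an adjusted p of 0.0209, and the gene was Stat5a at 1.13 ± 0.25.

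Other strong rises included Aldh1a1, an enzyme of retinoic acid synthesis, at 1.95 ± 0.33, Mt2, a metal-binding protein, at 1.59 ± 0.15, Cryab, a small heat shock protein, at 1.49 ± 0.22, and Serpina3n, a protease inhibitor of reactive glia, at 1.46 ± 0.17. Of 23 measured targets shared by BACH1 and NRF2, 2 rose, 1 fell and 20 did not pass, or 5 rose and 2 fell adjusted over the list alone (adjusted p 5.51e-05, median 0.13). Besides Hmox1 these were Fth1, a ferritin subunit, at 0.55 ± 0.14 and the cystine carrier Slc7a11, which fell by 0.44 ± 0.12. Ribosomal protein genes were lower as a list (0 of 80 passed, 0 adjusted over the list alone, median -0.09, adjusted p 0.00121), which was lost at an inter-gene correlation of 0.05 (adjusted p = 0.0761). Mitochondrially encoded genes were higher (1 of 15 rose, 2 adjusted over the list alone, adjusted p 0.0215), and this too was lost at the higher correlation (adjusted p = 0.0761). Genes the study named from IFN-γ-treated OPCs passed as lists as well, with adjusted p of 1.62e-12 for the 3 measured of its Bach1 genes (1 rose, 2 adjusted over the list alone) and 0.00361 for the 5 measured of its Stat1 genes (1 rose, 2 adjusted over the list alone). In all, 12 of the lists tested passed. No inter-gene correlation could be estimated without values per library, so the preset value of 0.01 and the higher value of 0.05 stand in its place.

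**Figure D1:**
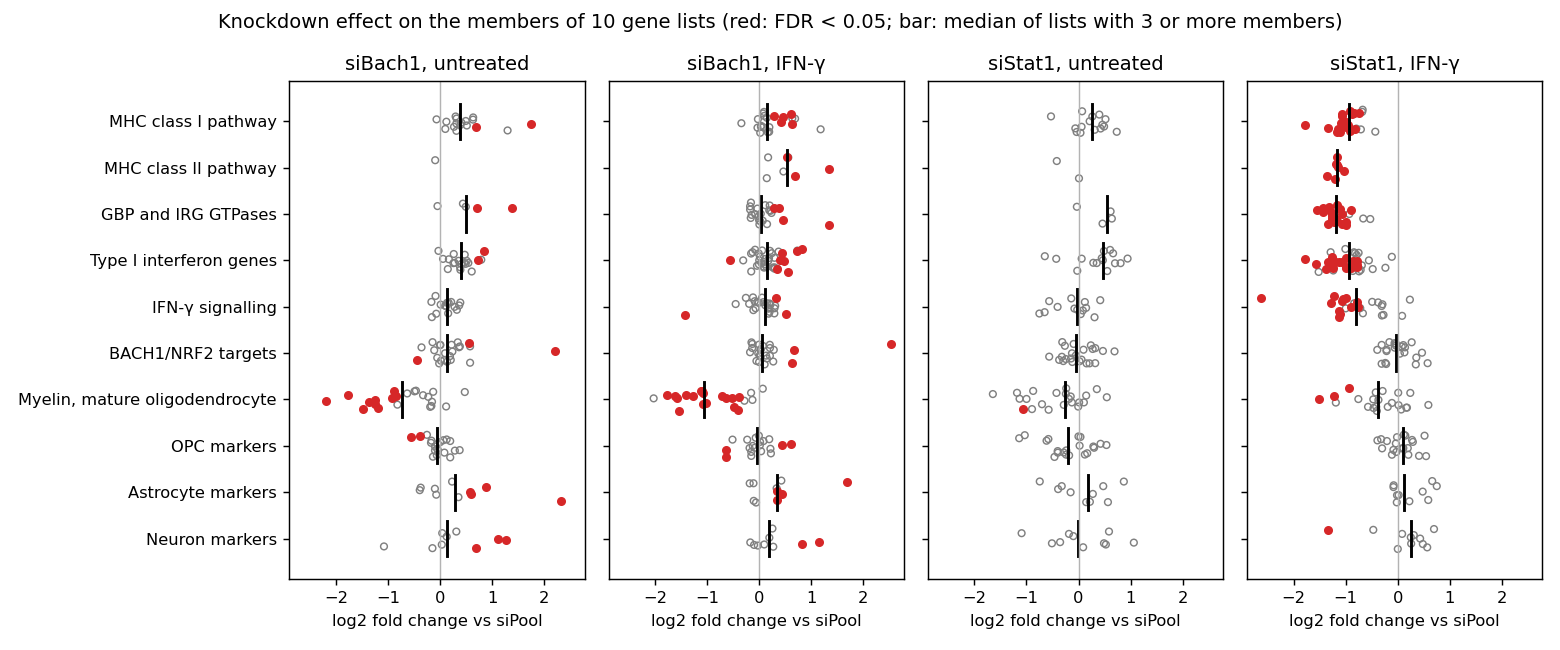
Log2 fold change against siPool (horizontal axis) of each measured member of 10 gene lists in the 4 deposited comparisons, red where the deposited FDR was under 0.05, with black bars at the median. The myelin medians were -0.73 and -1.06 with Bach1 knockdown, and every measured member of the MHC class II pathway fell with Stat1 knockdown in IFN-γ.

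Bach1 knockdown in IFN-γ-treated OPCs asks whether the repressor limits immune genes once the cytokine is present. Bach1 fell by 1.12 ± 0.08 and Hmox1 rose by 2.52 ± 0.10, an increase of 5.75-fold. Myelin genes were lower again and by more, and a subset of antigen presentation genes was higher. The authors' deposited comparison called 580 genes higher and 442 lower, of 55536. With the likelihood ratio divided by its median ratio to chi-square, 2.13 here, the counts were 126 and 80.

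Of 22 measured myelin and mature oligodendrocyte genes, 17 fell, 0 rose and 5 did not pass, and 19 fell adjusted over the list alone (median -1.06, adjusted p 3.78e-37). Mag changed by -1.62 ± 0.14, Mog, a surface protein of the outer myelin layer, by -1.57 ± 0.24, and Plp1 by -1.28 ± 0.08. Gjb1, which is not in this list, changed by -2.05 ± 0.28. Mobp was at -2.03 ± 0.76 with an FDR of 0.231, so a large change did not pass where the error was wide. OPC markers went both ways, with 2 rises, 2 falls and 16 genes that did not pass of 20, or 4 rises and 5 falls adjusted over the list alone (adjusted p 0.258). Gpr17 fell by 0.64 ± 0.08 and Sox10 by 0.63 ± 0.08, while Ascl1, a proneural factor of early progenitors, rose by 0.61 ± 0.13 and the proteoglycan Cspg5 by 0.43 ± 0.08. Astrocyte markers had 4 rises among 10, and 6 rises and 1 fall adjusted over the list alone (adjusted p 0.00228), with Agt at 1.68 ± 0.26. Neuron markers had 2 rises among 9, or 4 adjusted over the list alone (adjusted p 0.0104), with Snap25 at 1.14 ± 0.16.

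The antigen presentation lists were higher by modest medians, and most of their members did not pass singly. In the MHC class II pathway, which displays peptides to helper T cells, 3 of 7 measured genes rose, 4 adjusted over the list alone, with a median of 0.52 (adjusted p 6.94e-04). Cd74 (chromosome 18, 60803848 to 60812652), the invariant chain that guides class II molecules, rose by 1.33 ± 0.37 at a logCPM of 0.09, H2-Aa by 0.68 ± 0.19 and H2-Ab1 by 0.52 ± 0.15, the last being the class II alpha and beta chains. In the class I pathway 5 of 22 rose, 9 adjusted over the list alone, with a median of 0.15 (adjusted p 1.11e-05). These were H2-Q4 (chromosome 17, 35379617 to 35385290) at 0.62 ± 0.09, H2-Q7 at 0.64 ± 0.15, H2-K1 at 0.46 ± 0.08, H2-D1 at 0.42 ± 0.08 and B2m at 0.29 ± 0.08. H2-Q genes are near-identical copies, so reads are hard to assign to a given copy. With the likelihood ratio divided by 2.13, no class II call remained, as Cd74, H2-Aa and H2-Ab1 had deposited FDRs of 0.019, 0.027 and 0.023. Of the class I calls, H2-Q4 and H2-K1 still passed, and H2-Q7, H2-D1 and B2m did not. The 4 genes the study named for this knockdown, Hmox1, H2-Q4, H2-Q7 and Cd74, all rose, also adjusted over the list alone (adjusted p 7.65e-27), which is not independent evidence because they were chosen from these libraries. Type I interferon genes had 7 rises and 1 fall among 37, or 12 rises and 1 fall adjusted over the list alone (median 0.14, adjusted p 1.10e-04). Rsad2, an antiviral enzyme, rose by 0.72 ± 0.12 and Herc6, a ligase for the ubiquitin-like protein ISG15, by 0.54 ± 0.08, while Zbp1, a sensor of nucleic acids, fell by 0.55 ± 0.16.

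The GTPase list did not pass (4 of 23 rose, 5 adjusted over the list alone, median 0.03, adjusted p 0.110), nor did IFN-γ signalling (2 of 25 rose and 1 fell, 7 and 1 adjusted over the list alone, adjusted p 0.164). Within the latter, Icam1, an adhesion molecule for leukocytes, rose by 0.51 ± 0.09 and Cxcl10, a T cell chemokine, by 0.32 ± 0.08, while Il12rb1 (chromosome 8, 70808449 to 70821424), a subunit of the interleukin 12 receptor, fell by 1.43 ± 0.31. NF-κB targets had 2 rises among 7, 3 adjusted over the list alone (adjusted p 0.00412), namely the chemokine Ccl2 at 0.71 ± 0.13 and the feedback inhibitor Tnfaip3 at 0.45 ± 0.10. For targets shared by BACH1 and NRF2, 3 of 24 rose and 5 did adjusted over the list alone (adjusted p 1.46e-06). The median was only 0.05, with 16 positive and 8 negative. Those that rose were Hmox1, Fth1 at 0.67 ± 0.08 and Gclm, of glutathione synthesis, at 0.63 ± 0.08.

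Ribosomal protein and mitochondrially encoded genes shifted as lists by small medians, and a difference in the make-up of the libraries was not tested. Of 80 ribosomal protein genes, 8 fell and 27 did adjusted over the list alone (median -0.15, adjusted p 1.27e-11), and of 15 mitochondrially encoded genes 6 rose and 10 did adjusted over the list alone (median 0.31, adjusted p 2.67e-06). Histone genes were lower as a list (1 of 66 rose and 3 fell, 1 and 7 adjusted over the list alone, median -0.10, adjusted p 2.49e-04). The study's Stat1 genes did not pass here (2 of 9 rose and 1 fell, 3 and 1 adjusted over the list alone, adjusted p 0.253). Of the lists tested, 12 passed.

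**Figure D2:**
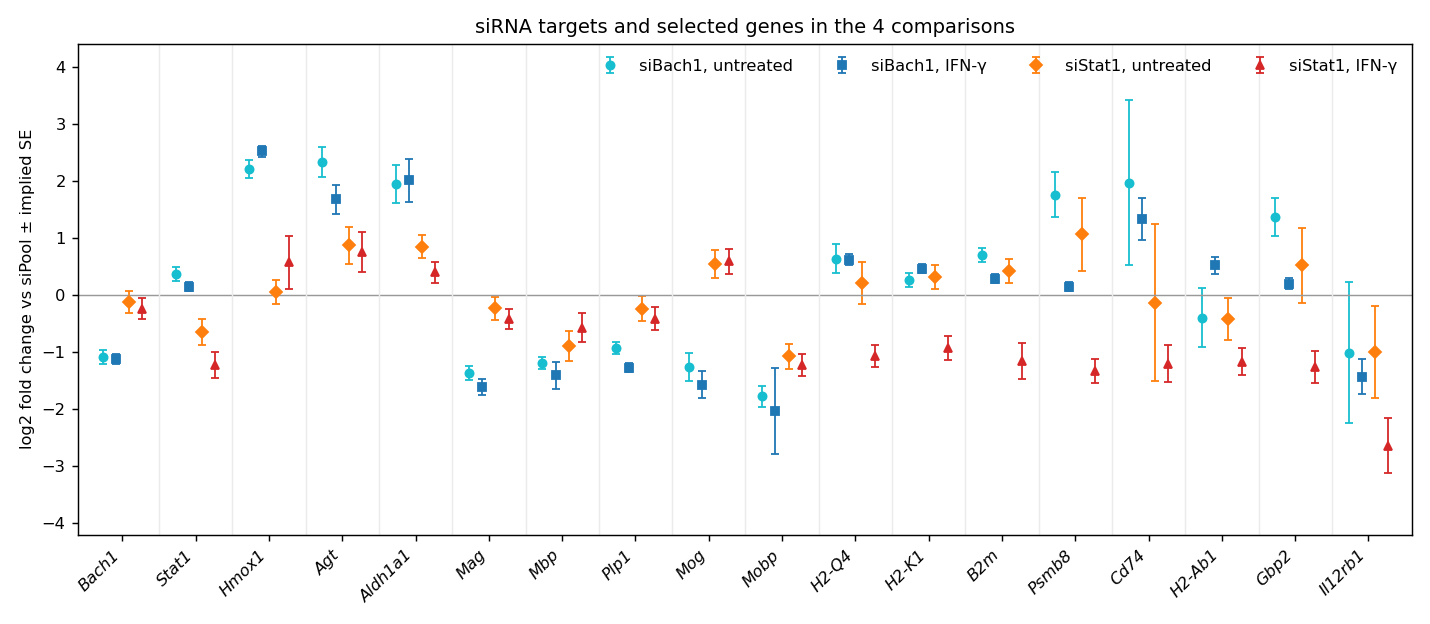
Log2 fold change against siPool (vertical axis) with the implied standard error for the siRNA targets and 16 further genes in the 4 deposited comparisons. Hmox1 rose by 2.22 and 2.52 with Bach1 knockdown, and Psmb8 changed by -1.33 with Stat1 knockdown in IFN-γ against 0.15 with Bach1 knockdown in IFN-γ.

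Stat1 knockdown in untreated OPCs is the baseline for loss of the main transducer of IFN-γ signals. Stat1 (chromosome 1, 52119440 to 52161865) was at -0.65 ± 0.23 and did not pass, with an FDR of 0.709, so the loss of its own target was not called in this table. Only 7 genes rose and 11 fell in the authors' deposited edgeR comparison, 2915 genes having an unadjusted p under 0.05, and 3 rose with the likelihood ratio divided by its median ratio to chi-square. At a logCPM of at least 1, and without predicted models, there were falls of Mobp, by 1.07 ± 0.22, Padi2, an enzyme that converts arginine to citrulline in myelin proteins, by 1.49 ± 0.33, Tmem125, a membrane protein, by 1.49 ± 0.33, Hmga1, a chromatin protein of dividing cells, by 1.15 ± 0.23, Plec, a linker of the cytoskeleton, by 1.12 ± 0.26, and Ajm1, of cell junctions, by 2.31 ± 0.50. At the median implied error, a gene had to change by 1.01 to pass, against 0.354 in the Bach1 table with IFN-γ.

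As a list, myelin genes were lower (1 of 22 fell, 9 adjusted over the list alone, median -0.26, adjusted p 8.36e-05). Ribosomal protein genes were higher by a median of 0.48 (0 of 81 passed, 0 adjusted over the list alone, adjusted p 2.31e-11), as were histone genes (median 0.38, 0 of 65 passed, 0 adjusted over the list alone, adjusted p 2.44e-06) and small non-coding RNA genes (median 0.54, 0 of 28 passed, 1 rose adjusted over the list alone, adjusted p 3.25e-04). Type I interferon genes were higher by a median of 0.47 (0 of 15 passed, 1 rose adjusted over the list alone, adjusted p 0.00806). Weaker list results were lost at a correlation of 0.05. They were the class I pathway (median 0.27, 0 of 15 passed, 0 adjusted over the list alone, adjusted p 0.0303, and adjusted p = 0.0984 at the higher correlation), the GTPases (median 0.54, 0 of 4 passed, 2 rose adjusted over the list alone, adjusted p 0.0445 and then adjusted p = 0.0851) and mitochondrially encoded genes (median -0.68, 0 of 15 passed, 0 adjusted over the list alone, adjusted p 0.0303 and then adjusted p = 0.0984). Astrocyte markers did not pass as a list (adjusted p 0.503, 0 of 10 passed, 3 rose adjusted over the list alone). Genes named by the study had adjusted p of 0.905 for its Bach1 genes (0 of 3 passed) and 0.985 for its Stat1 genes (0 of 4 passed), and targets shared by BACH1 and NRF2 had 0.774 (0 of 23 passed).

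Stat1 knockdown in IFN-γ-treated OPCs asks which immune genes need STAT1 while the cytokine is present. Stat1 fell by 1.23 ± 0.23, to 0.427 of control. Antigen presentation genes, GTPases and interferon response genes fell together, with medians between -0.81 and -1.18. The authors' deposited table had 42 rises and 223 falls, of 55536 genes, or 22 and 142 with the likelihood ratio divided as above.

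Every measured gene of the MHC class II pathway fell, 7 of 7, also adjusted over the list alone, with a median of -1.17 (adjusted p 1.32e-20). Ciita, the master activator of class II genes, changed by -1.02 ± 0.21, Cd74 by -1.21 ± 0.32 and H2-Ab1 by -1.17 ± 0.24. In the class I pathway 17 of 22 fell and 20 did adjusted over the list alone (median -0.94, adjusted p 3.77e-48). Here H2-T23 changed by -1.78 ± 0.28, the immunoproteasome subunit Psmb8 by -1.33 ± 0.22, the peptide transporter Tap1 by -1.10 ± 0.20 and Nlrc5, an activator of class I genes, by -0.82 ± 0.19. Of 22 GTPases, 19 fell and all 22 did adjusted over the list alone (median -1.18, adjusted p 1.68e-54), with Gbp2 at -1.26 ± 0.29 and Gbp11 at -1.55 ± 0.28. Type I interferon genes had 19 falls among 37, or 34 adjusted over the list alone (median -0.94, adjusted p 2.59e-57), such as Zbp1 at -1.78 ± 0.32 and Ifi35 at -1.56 ± 0.27.

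IFN-γ signalling genes fell in 12 of 24 cases, 16 adjusted over the list alone (median -0.81, adjusted p 3.58e-30). Il12rb1 changed by -2.64 ± 0.49, Cd274, which encodes the immune checkpoint ligand PD-L1, by -1.11 ± 0.21, and the transcription factor Irf1 by -0.78 ± 0.19, while Irf8, another factor of the same family, fell to 0.501 of control. The kinase genes Jak1 and Jak2 were at -0.38 ± 0.18 and -0.30 ± 0.18 and the receptor genes Ifngr1 and Ifngr2 at 0.08 ± 0.20 and 0.23 ± 0.20, none of which passed. All 9 genes the study named for this knockdown fell, also adjusted over the list alone (adjusted p 5.15e-31), which is not independent evidence because 7 of them were chosen from these libraries, while the study names H2-Ab1 and Cd74 from qRT-PCR. Of its 4 Bach1 genes, named from the other experiment, 2 fell and 3 did adjusted over the list alone (adjusted p 1.78e-05).

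Outside the interferon lists, 3 of 22 myelin genes fell, or 5 fell and 1 rose adjusted over the list alone (median -0.39, adjusted p 5.55e-07). These were Mobp at -1.23 ± 0.19, Gjc2 at -1.52 ± 0.36 and Nkx6-2, a transcription factor of oligodendrocytes, at -0.93 ± 0.23. Tubb3, a tubulin used as a neuron marker, fell by 1.33 ± 0.25, the one of 11 neuron markers to pass (1 rose and 1 fell adjusted over the list alone, adjusted p 0.333). Among called genes with a logCPM of at least 1, the largest change was that of AY036118 (chromosome 17, 39847113 to 39848035), a non-coding RNA that the annotation places inside a ribosomal RNA gene, at -7.41 ± 0.59. Rises included Glycam1 at 1.69 ± 0.29, Thbs2, a matrix protein, at 1.44 ± 0.29, and Il1r1, the receptor of interleukin 1, at 1.36 ± 0.27. Histone genes (median -0.19, 0 of 65 passed, 0 adjusted over the list alone), mitochondrially encoded genes (median 0.20, 0 of 15 passed, 1 rose adjusted over the list alone), cell cycle genes (median -0.14, 0 of 31 passed, 0 adjusted over the list alone) and astrocyte markers (median 0.12, 0 of 10 passed, 1 rose adjusted over the list alone) passed as lists with adjusted p of 0.00273, 0.0150, 0.0242 and 0.0244. All 4 were lost at a correlation of 0.05, with adjusted p = 0.0933, adjusted p = 0.0695, adjusted p = 0.141 and adjusted p = 0.0734. Targets shared by BACH1 and NRF2 did not pass (0 of 22, 0 adjusted over the list alone, adjusted p 0.725). In total 12 lists passed.

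The effects of Bach1 knockdown with and without IFN-γ were alike across measured genes, and far less so with no filter, as given below. Over 13605 genes measured in both tables Pearson's r was 0.54 and Spearman's rho 0.60, and genes are not independent replicates. Of 304 genes called in both, 303 went the same way. The difference between the tables, tested per gene with the implied errors as if the tables shared no culture days, passed for 9 genes, 3 higher and 6 lower with IFN-γ, and for 1 with an error 25% larger. Among the named, Thbs1, a matrix protein, differed by -1.16 ± 0.21, the transcription factor gene Adnp by -1.80 ± 0.34 and the lipoprotein receptor gene Lrp1 by 0.70 ± 0.13. As lists, myelin genes were lower still with IFN-γ (median difference -0.24, adjusted p 2.92e-07), although 0 of 22 differed singly (18 negative, 4 positive). Of the interferon lists, 3 were higher in the untreated table, with median differences of -0.52 for the GTPases (adjusted p 8.31e-11), -0.28 for the class I pathway (adjusted p 1.59e-08) and -0.27 for type I interferon genes (adjusted p 6.87e-05), although 0 of their 5, 17 and 20 members differed singly. IFN-γ signalling did not pass (adjusted p 0.0727), and the 1 class II gene measured in both tables had a difference of 0.24. Histone genes differed by -0.12 (adjusted p 2.93e-06), the study's Stat1 genes by -0.43 (adjusted p 2.93e-06) and ribosomal protein genes by -0.06 (adjusted p 1.53e-04, and adjusted p = 0.0515 at a correlation of 0.05).

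The effects of Stat1 knockdown with and without IFN-γ had a correlation near 0 across genes, which are not independent replicates, with r of 0.00076 and rho of -0.09 over 13657 genes. Only 7 of these genes were called without IFN-γ, against 120 with it. Without IFN-γ the fall of Stat1 itself did not pass, and the median implied error was 0.232. A correlation near 0 therefore need not mean that the effects were unrelated. Mobp was the 1 gene called in both. The difference passed for 34 genes, 4 higher and 30 lower with IFN-γ, and for 2 with an error 25% larger. After AY036118 and Tubb3, which had the largest test statistics at differences of -8.16 ± 0.75 and -1.92 ± 0.34, came interferon genes, with H2-D1 differing by -1.68 ± 0.35, Psmb10, another immunoproteasome subunit, by -1.59 ± 0.33, Gbp3 by -1.57 ± 0.34 and Irgm1 by -1.54 ± 0.34. The lists that differed most were the GTPases, by a median of -1.34 (adjusted p 2.25e-08), type I interferon genes, by -1.27 (adjusted p 5.74e-17), and the class I pathway, by -1.24 (adjusted p 1.06e-20). Of their 4, 15 and 15 genes measured with and without IFN-γ, 2, 6 and 7 differed singly. Part of each difference came from positive medians without IFN-γ, at 0.54, 0.47 and 0.27. The difference did not pass for the myelin list (adjusted p 0.976).

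Setting both knockdowns side by side in IFN-γ, which the study contrasts, 334 of 13667 genes differed, 282 with a higher and 52 with a lower value for Bach1 knockdown, and 122 differed with an error 25% larger. The effects were weakly related across genes, which are not independent replicates (r of 0.19, rho of 0.22). Of 44 genes called in both tables, 21 rose with Bach1 knockdown and fell with Stat1 knockdown, 1 did the reverse, 6 rose in both and 16 fell in both. The opposite group held Vsir, an immune checkpoint gene, with a difference of 2.29 ± 0.29, Tgm2, a transglutaminase, with 1.81 ± 0.23, H2-Q4 with 1.69 ± 0.22 and Bst2, an antiviral membrane protein, with 1.67 ± 0.25. Falling in both were Il12rb1, Gjc2, Nkx6-2 and Zbp1. All 7 measured class II genes differed (median difference 1.69, adjusted p 9.43e-28), as did 21 of 22 class I genes (1.26, adjusted p 1.35e-60), 28 of 37 type I interferon genes (1.20, adjusted p 8.36e-64), 19 of 22 GTPases (1.22, adjusted p 2.18e-55) and 12 of 24 IFN-γ signalling genes (0.94, adjusted p 3.10e-30). Myelin genes were lower with Bach1 than with Stat1 knockdown, 5 of 22 singly (median difference -0.54, adjusted p 2.11e-09), and Mog differed by -2.16 ± 0.32.

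**Figure D3:**
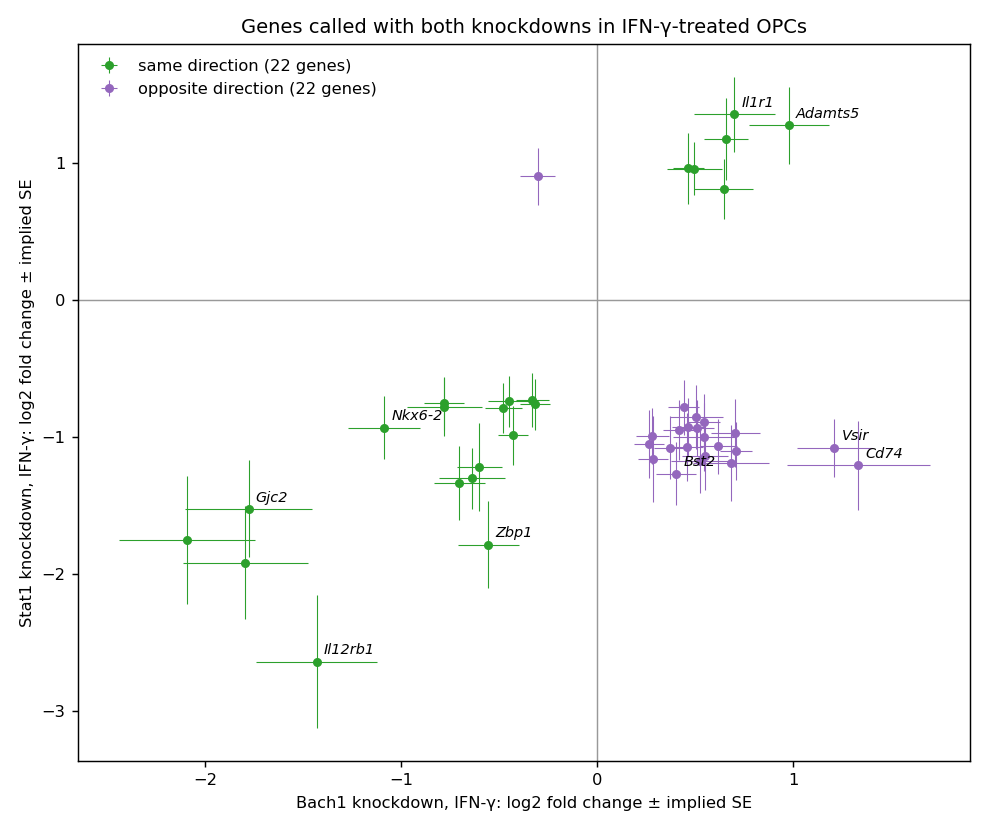
Log2 fold changes of the 44 genes called in both deposited IFN-γ tables, with Bach1 knockdown on the horizontal and Stat1 knockdown on the vertical axis and implied standard errors as bars. Of these, 22 went the same way and 22 opposite ways.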

Values the study reported

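The paper states n = 4 for each knockdown and treatment with IFN-γ for 6 h.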

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

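The differences between treated and untreated OPCs given here were planned, while all tests that weigh an explanation were chosen after the result was seen. No value per library was at hand, so libraries were not compared with others of their group. What follows passed a test of the difference between IFN-γ and untreated tables, each value being the log2 fold change of the knockdown with IFN-γ minus that without.

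With Bach1 knockdown the named genes that differed were Thbs1 by -1.16, Lrp1 by 0.70, Adnp by -1.80, the histone gene Hist1h2br by 0.87, Aldh1a3, an enzyme of retinoic acid synthesis, by -0.60, and Fgl2, a secreted immune regulator, by 0.97. List medians that differed were those of the GTPases (-0.52), histone genes (-0.12), the MHC class I pathway (-0.28), myelin genes (-0.24), ribosomal protein genes (-0.0622, lost at a correlation of 0.05 with adjusted p = 0.0515), the study's Stat1 genes (-0.43) and type I interferon genes (-0.27).

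With Stat1 knockdown they were AY036118 by -8.16, Tubb3 by -1.92, H2-D1 by -1.68, Psmb10 by -1.59, Gbp3 by -1.57, Irgm1 by -1.54, H2-T22 by -1.36, Samd9l by -1.95, Parp9 by -1.56 and Ifit2 by -1.27. The lists were the GTPases (-1.34), type I interferon genes (-1.27), the MHC class I pathway (-1.24), the study's Stat1 genes (-0.98, not independent evidence), small non-coding RNA genes (-0.71), histone genes (-0.54), ribosomal protein genes (-0.48), IFN-γ signalling (-0.39) and mitochondrially encoded genes (1.00).

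Type I interferon genes had medians of 0.40 with Bach1 and 0.47 with Stat1 knockdown in untreated OPCs, but for Stat1 0 of 15 passed singly, IFN-γ signalling had a median of -0.02 (adjusted p 0.570), the class I and GTPase results were lost at a correlation of 0.05 (adjusted p 0.0984 and 0.0851), and 105 genes induced by IFN-γ had a median of only 0.07 (62 positive, 43 negative). Carry-over of RNA from treated wells would need a median share of 2.78% to lift the 30 less induced genes in the Bach1 experiment. In the Stat1 experiment 25 such genes would need 2.27%. But 22 of 22 and 21 of 21 strongly induced genes for which such a share brings at least 4 CPM lay below that level (32 of 42 and 35 of 43 at any level). This argues against carry-over of 1 common share as the cause for the less induced genes. A smaller share was not excluded for strongly induced genes. In the Bach1 experiment Gbp2, Psmb8 and Gbp7 would need only 0.020%, 0.70% and 0.80%. In the Stat1 table ribosomal protein (0.48), histone (0.38), small non-coding RNA (0.54) and mitochondrially encoded genes (-0.68, adjusted p 0.0984 at the higher correlation) had medians as far from 0, so a difference in the make-up of the libraries was not excluded, nor was it tested. A response to any targeting pool could give the same picture, and with medians of 0.40 and 0.47 it cannot be told apart from loss of the targets, because every knockdown library and no control received a targeting pool. A higher resting interferon tone after loss of BACH1 is a hypothesis that stays open as well and was not tested, and for Stat1 knockdown no biological explanation was tested.

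Myelin genes were lower and astrocyte markers higher with Bach1 knockdown in untreated OPCs. Astrocyte markers moved apart (Cochran's Q over 10 markers, p 5.39e-28), 5 being higher and 2, Fgfr3 and Sox9, lower adjusted over the list alone. A larger share of astrocytes would raise them alike only if other cells did not express them. That was not measured, and levels differed, with a logCPM of 9.52 for Slc1a3 and 4.11 for Gfap. The test therefore cannot decide on a larger share of astrocytes, and a change within astrocytes stays open too. Fewer cells of the lineage would lower OPC markers alike, but 19 of 20 had a 95% interval above the myelin median of -0.73. This argues only against a loss as large as the myelin fall. A smaller loss is not excluded, since 12 of 20 OPC markers were negative and 8 positive, and Gpr17 and Sox10 fell. A response shared equally by both targeting pools is argued against by the difference between Bach1 and Stat1 knockdown in untreated OPCs (myelin medians -0.73 and -0.26, list p 0.000963), although a weaker shared part may remain. Slower maturation after loss of BACH1 is a hypothesis that these tables leave open. Outside the myelin list, Gpr17, a receptor of cells that begin to differentiate, fell, while OPC markers had a median of -0.05. The cell cycle list did not pass (list adjusted p 0.946). No test of stage was made with these genes.

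AY036118 changed by -7.41 with Stat1 knockdown in IFN-γ, lying inside the ribosomal RNA gene CT010467.1 (chromosome 17, 39846353 to 39848827). Ribosomal RNA left to a different extent would move both genes alike only if reads were assigned correctly between them. The difference of their changes was -6.26 (implied SE 1.64). How reads were assigned is unknown here, so this difference cannot decide on left-over ribosomal RNA. Reads shared out differently between the overlapping genes could explain the fall of AY036118. The sum of both genes had a log2 ratio of -1.99 (implied SE 1.53). Left-over ribosomal RNA, reads shared out differently and a change of the RNA itself cannot be told apart. Estimates for this gene were erratic elsewhere, at -6.64 ± 9.72 with Bach1 knockdown in untreated OPCs. No biological explanation was tested.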

How the results depend on the processing

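All calls rest on the authors' fits. No paired analysis was possible because the tables hold no values per library, though the authors' model included the day of culture. For the same reason other size factors (DESeq2), a refit with no filter or with no replicate block, leave-one-out replicates, an estimated inter-gene correlation, other splits of the samples and IFN-γ within siPool were not analysed here. At the median implied error the Stat1 tables could pass changes of 1.01 (untreated) and 0.777 (IFN-γ), which limits their counts. Dividing the likelihood ratio by its median ratio to chi-square, and centring, were chosen after seeing the data.

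Counts are for Bach1 untreated, Bach1 IFN-γ, Stat1 untreated and Stat1 IFN-γ, against 421, 1022, 18 and 265. FDR 0.01 gave 274, 670, 10 and 156, the Holm adjustment 127, 289, 8 and 72, and the divided likelihood ratio 264, 206, 3 and 164, each being stricter by construction. A log2 fold change beyond 1.5 gave 50, 79 and 64 in the tables other than Stat1 untreated. For Stat1 untreated, fewer genes tested gave 8 (logCPM at least 0), 4 (at least 2) and 11 (no predicted models or small RNA genes), and 5 in place of 8 lists passed at a correlation of 0.05.

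Differences that passed for Bach1 (9 genes) were 18 among called genes, 14 with no filter and 1 with an error 25% larger. For Stat1 (34) they were 86 among called genes and 2 with the larger error, and between the knockdowns (334) the larger error gave 122. Pearson's r across genes went from 0.54 to 0.69 (logCPM at least 2) and 0.088 (no filter) for Bach1 and from 0.00076 to -0.083 and 0.037 for Stat1 (the cause was not tested). Small non-coding RNA genes changed sign when ranked by log2 fold change, with a mean of 0.170 for Bach1 IFN-γ and 0.303 for its difference from untreated. Their medians stayed negative, at -0.16 and -0.05, with 18 of 28 genes negative in each. For Bach1 IFN-γ the highest value, 9.83, pulled the mean above 0, so the list as a whole did not reverse. For the difference the cause was not tested.

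Other list results were 818 the same, 44 no longer past, 18 newly past and 39 moved without a call. Named genes were 2230 the same, 321 no longer past and 27 newly past.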

Other observations

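The tests of hypotheses here were all chosen after the results were seen. Most of the other gene groups that the lists covered had few genes that passed. In the cell cycle list 0 of 31 genes passed with Bach1 knockdown, untreated or with IFN-γ (adjusted p 0.946 and 0.518), and 0 of 31 with Stat1 knockdown in untreated OPCs (adjusted p 0.651). With Stat1 knockdown in IFN-γ 0 of 31 passed as well, but the list did (25 negative, adjusted p 0.0242), as did its difference between Bach1 and Stat1 knockdown (adjusted p 0.0131), and both were lost at a correlation of 0.05 (adjusted p = 0.141 and adjusted p = 0.0955). Of 21 cholesterol synthesis genes 1 passed, the low density lipoprotein receptor gene Ldlr, which rose by 0.30 ± 0.08 with Bach1 knockdown in IFN-γ (list adjusted p 0.795), and of 18 stress response genes 1 did, the amino acid carrier gene Slc7a5 at 0.29 ± 0.08 (0.255). Immediate early genes went both ways in that table, with Ier3 at 0.83 ± 0.21 and Egr1 at 0.51 ± 0.14, and Atf3 at -0.70 ± 0.11 and Nr4a1 at -0.60 ± 0.18 (2 rises and 2 falls of 11, adjusted p 0.921). In the BACH and MAF family 1 of 7 fell there, the small MAF gene Maff at -0.35 ± 0.10 (adjusted p 0.795), and of 5 sex-linked genes Eif2s3y was at -0.42 ± 0.12 (adjusted p 0.279). None of the p53 targets passed in any table (adjusted p between 0.268 and 0.617), and microglia (adjusted p 0.448 and 0.170 with Bach1 knockdown) and vascular markers (0.764, 0.921, 0.717 and 0.837) did not pass as lists. Predicted gene models had adjusted p of 0.372, 0.632, 0.570 and 0.725.

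Some further genes that rose with Bach1 knockdown were picked after their values were seen, and no test of them as a group was made. Aldh1a7 rose by 1.24 ± 0.12 untreated and 1.48 ± 0.11 with IFN-γ, Aldh1a3 by 1.07 ± 0.11 and 0.47 ± 0.08, and Aldh1a1 by 1.95 ± 0.33 and 2.01 ± 0.38. The metallothionein genes Mt1 and Mt2 rose by 0.86 ± 0.08 and 1.08 ± 0.10 with IFN-γ.

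Levels can be compared between the IFN-γ and untreated tables only roughly, since the tables were normalized separately and pool knockdown with control. In the Bach1 experiment 252 genes had a level at least 2 higher in log2 CPM with IFN-γ, and in the Stat1 experiment 249, with 220 in both. A hypothesis was that the set defined in the Bach1 experiment depends on Stat1 in the other. With Stat1 knockdown in IFN-γ its median was -0.95, 239 of 252 were negative and 128 fell (list p 1.28e-147), which is consistent with that dependence. Of the 174 genes that fell among the 12413 whose levels were compared, 128 (73.6%) were in the set and 22 had a level difference under 1.

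A further hypothesis was that Bach1 limits the response of the set defined in the Stat1 experiment. With Bach1 knockdown in IFN-γ 47 of its 249 genes rose and 6 fell, 172 were positive, and the median of 0.13 lay at percentile 100 of 10000 lists matched by logCPM. Over 125 genes measured in both Bach1 tables, the effect of knockdown with IFN-γ minus that without had a median of -0.23 (list p 8.34e-16, medians 0.13 and 0.38). These 125 genes were thus higher by less on the log2 scale with IFN-γ than without, which is not what the hypothesis predicts. But a response to the targeting pool in untreated OPCs could give the same difference, so the test leaves the hypothesis open. The test also does not cover the genes of the set that were not measured without IFN-γ.

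Tubb3 (chromosome 8, 123411424 to 123422015) had a level 4.47 higher with IFN-γ in the Bach1 experiment and 3.97 higher in the Stat1 experiment. More neurons in treated cultures could do this, but 6 of 8 other neuron markers differed by less than 0.25 of the Tubb3 difference in both experiments, with medians of 0.0018 and 0.034. The tables therefore argue against more neurons, and its fall by 1.33 with Stat1 knockdown leaves an effect of IFN-γ on Tubb3 itself open.

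Mobp, Padi2 and Tmem125 were called lower in both untreated knockdowns, out of 157 and 6 genes lower, where independent lists would share 0.0687. Fisher's exact test over 13709 genes gave a one-sided p of 2.87e-05, but it takes genes as independent and was chosen after the overlap was seen. Mobp belongs to the myelin list, which was lower in both untreated knockdowns (medians -0.73 and -0.26), and genes that move together can give such a p. The test therefore cannot say how unlikely the overlap is. A response shared by targeting pools could give the overlap and was not tested for these genes.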
